A study of Mus musculus with 8 samples.

How the data were processed

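RNA was measured in primary microglia, the resident macrophages of the brain, taken from the cerebellum of 8 mice or mouse pools. Per the labels, 4 samples came from KIKO mice, which are a model of Friedreich's ataxia, and 4 came from wild-type (WT) C57BL/6 mice. The labels do not say whether a sample was a single animal, and they give no age, sex, culture condition or library date. Per the labels' protocols, 125 ng of total RNA per sample went into libraries made by a commercial digital mRNA sequencing service. The aligner, the counting tool, the genome build, the annotation release, the use of strand and the use of molecular identifiers are not stated.

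The authors deposited raw counts per Ensembl gene, with whole numbers for 31053 genes and 1 column per sample. They also deposited a normalized table whose values are on a log2 scale. From the values, each entry of that table equals log2 of the raw count times a factor, plus a pseudocount of 1. The factor was the same for every gene of a sample and equalled the inverse of the DESeq2 median-of-ratios size factor of the raw counts, from 0.817 in WT replicate 3 to 1.17 in WT replicate 1. Samples were matched to columns by the short names in the labels, and 0 columns of per-sample values were left out. Samples were grouped by genotype as given in their titles.

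Total counts ranged from 1908646 to 2802670 per sample. At these depths the smallest share that could be shown, 3 counts of the total, was between 1.07 and 1.57 CPM, the count scaled by the library total. These floors cover counting error only, since amplified copies of a molecule are not independent.

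The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the raw counts, with TMM factors, the filterByExpr filter with its default minimum count of 10, no covariate, and Benjamini-Hochberg adjusted p under 0.05. CPM values use TMM-scaled library sizes. Whole profiles were compared by PERMANOVA on Euclidean distances of log2 CPM with a prior count of 2 over the 500 most variable genes. Single values were compared by exact two-sided permutation tests over the 70 labelled splits of 8 samples into 4 and 4, whose smallest p is 0.0286. For single genes these tests used log2(CPM + 1). Gene sets were tested with camera of limma 3.58.1 on voom values with a preset inter-gene correlation of 0.01, adjusted over the sets. A set score is the mean log2 CPM of the members that passed the filter. The astrocyte marker score used as a covariate is a different measure, the mean log2 CPM of all 17 listed markers in the tables with no count filter. Of 25 sets written by hand before the data were examined, 23 had at least 2 members that passed the filter and were tested, 17 of them for a function and 6 for other cell types or sex.

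The groups, the designs, the alternatives and the rule for naming genes were also fixed before the data were examined. The rule named the targeted gene, which is not reported here, the markers P2ry12, Tmem119, Cx3cr1 and Sall1, and up to 5 genes per direction with the largest changes among those past the threshold that had a gene symbol, a mean log2 CPM of at least 4 and full separation of the groups. It also named up to 3 genes of each set that passed over all genes tested. When none passed, it named the 2 genes per direction with the lowest unadjusted p. Whether the other criteria still held in that case was not written down. Both readings were applied after the p-values had been seen, and genes named by either are reported. Clone-based symbols were also left out under the reading with criteria, which the rule did not spell out. P2ry12 and Tmem119 did not pass filterByExpr, so their model values come from the edgeR fit without a count filter, a departure from the fixed design.

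The alternatives fixed beforehand were DESeq2 size factors and upper quartile factors in edgeR, the DESeq2 1.42.0 Wald test, limma-voom, limma-trend on the deposited log2 values, no count filter, at least 10 counts in every sample, the replicate number as a block, each replicate left out in turn, 2000 or all genes and Spearman distances for the profile, and for sets an estimated inter-gene correlation and the fry test. Chosen after seeing the data were sex and an astrocyte marker score as covariates, upper quartile factors for sets, and a list of 20 heat shock genes. The pairing used in the block comes from the replicate numbers 1 to 4 in the sample titles, which do not say what same-numbered samples share.

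Gene positions, transcript lengths and GC content come from GENCODE M21 on GRCm38, in which 30934 of the 31053 gene IDs were found. The deposited tables name no build, so the coordinates are those of M21 for the matching ID. Transcripts were compared with BLAST+ 2.17.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The edgeR test was run on simulated counts with the means and library sizes of the real samples. With 200 genes changed, it recovered 9 of them at 1.5-fold, 131 at 2-fold and 187 at 4-fold, and it called 0 genes when none was changed. Of its calls, 2 of 11 at 1.5-fold, 11 of 142 at 2-fold and 16 of 203 at 4-fold were genes that had not been changed, more than the nominal share. On simulated counts, camera called 1 of 23 sets, the set that had been shifted. Genes were simulated independently of each other, so this could not show false set calls that arise from correlation between genes. Raw reads were not used here.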

Results

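The data were gene counts of primary cerebellar microglia from 4 KIKO and 4 WT samples. KIKO mice are a model of Friedreich's ataxia, and the comparison asks how the microglia of these mice differ in expression, homeostatic functions included. Total counts in WT replicates 1 to 4 were 1908646, 2309267, 2743806 and 2212629, and in KIKO replicates 1 to 4 they were 2802670, 2307869, 1993008 and 2203507. No pair of samples agreed within counting error, with a chi-square per gene from 3.37 to 22.7, so no library appeared to be present in duplicate. This comparison covers counting error only and does not show that the samples are independent, and the 8 were treated as separate samples on the basis of their labels.

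Of 4 library measures compared between the groups, 1 had an exact p under 0.05. Total counts averaged 2293590 ± 345291 (SD, n = 4) in WT and 2326760 ± 343234 (SD, n = 4) in KIKO (exact permutation p 0.857, adjusted 0.857). The number of genes with at least 1 count was 12314.8 ± 171.8 (SD, n = 4) in WT and 12518.2 ± 198.2 (SD, n = 4) in KIKO (exact permutation p 0.171, adjusted 0.343). The 50 highest genes held 25.8% ± 0.326 (SD, n = 4) of counts in WT and 25.6% ± 0.636 (SD, n = 4) in KIKO (exact permutation p 0.571, adjusted 0.762). Mitochondrially encoded genes held 1.27% ± 0.0945 (SD, n = 4) of counts in WT and 1.73% ± 0.120 (SD, n = 4) in KIKO. Their share was higher in all 4 KIKO samples than in any WT sample, with the smallest p the design allows (exact permutation p 0.0286), and its adjusted value over the 4 measures was 0.114, which is the lowest that 1 measure alone could reach. Leaving out KIKO replicate 4 moved this difference most, from 0.464 to 0.405 percentage points.

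Counts of Xist and of Y-linked genes differed within both groups. WT replicate 1 had 2125 Xist counts and 2 counts of Y-linked genes, and KIKO replicate 4 had 2577 and 3. The other 6 samples had at most 19 Xist counts and at least 367 counts of Y-linked genes. Each group thus held 1 sample with a female pattern and 3 with a male pattern, so sex was balanced between the groups. A comparison within the female pattern was not possible with 1 sample per group.

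In the whole profile, genotype accounted for 13.9% of the variance over the 500 most variable genes, which did not exceed what relabelled samples gave (permutational test on Euclidean distances, exact permutation p 0.429). Without WT replicate 3, the setting that moved it most, the share was 22.7% (exact permutation p 0.0286). The first 3 principal components held 39.9%, 19.7% and 13.9% of the variance. Their group differences had exact permutation p of 0.971, 0.0571 and 0.914, and 0.971, 0.171 and 0.971 after adjustment over the 3 components. WT replicate 3 and KIKO replicate 1 stood together on the first component, at 22.3 and 20.4, while the other 6 samples lay between -18.7 and -1.95.

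**Figure D1:**
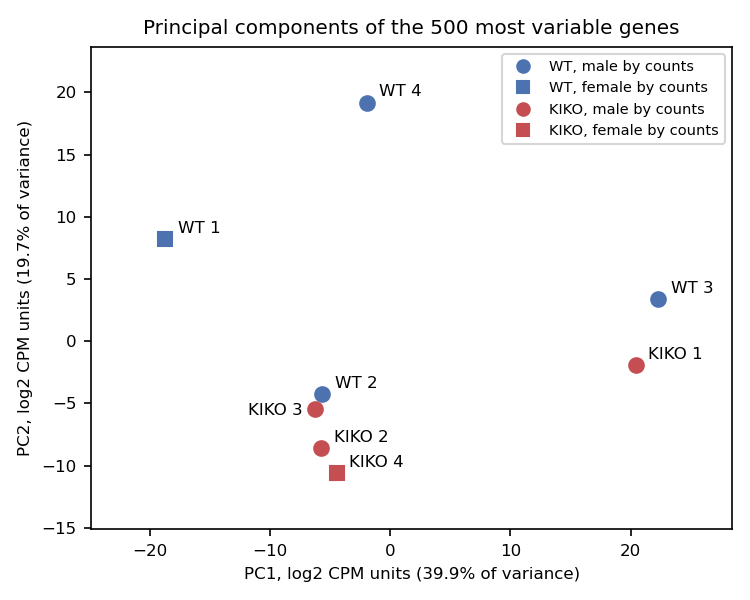
Principal components 1 and 2 of log2 CPM over the 500 most variable genes, with 39.9% of the variance on the horizontal axis and 19.7% on the vertical axis. Each point is a sample, coloured by genotype, with squares for the 2 samples with female counts; WT replicate 3 and KIKO replicate 1 lie apart from the other 6 samples on the horizontal axis.

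Of 9335 genes tested, 0 passed edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, and the lowest adjusted p was 0.453. At an unadjusted p under 0.05 there were 845 genes, 409 higher and 436 lower in KIKO, where 467 are expected by chance. Leaving out a replicate gave from 441 such genes (without KIKO replicate 4) to 1123 (without WT replicate 3). The excess over 467 was thus not present without KIKO replicate 4. The median log2 fold change of all tested genes was -0.01 with TMM factors and 0.00 with DESeq2 or upper quartile factors. The alternative that moved the count of genes past the threshold most was the fit without a count filter, with 41 genes. In that fit 31 genes were higher and 10 lower in KIKO. The DESeq2 Wald test called 28 genes, 17 higher and 11 lower. In simulated counts the edgeR test found 65.5% of genes changed 2-fold and 4.5% of genes changed 1.5-fold, so changes of the latter size were mostly not detectable with 4 samples per group. Samples with the same replicate number did not deviate together. The mean correlation of their deviations from the group means, across genes, was -0.225, against 0.0776 for other pairs of a WT and a KIKO sample. With the replicate number as a block, 0 genes passed and 555 had an unadjusted p under 0.05.

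Among the 355 tested members of the functional sets, 0 passed when edgeR's p was adjusted over this list alone, and the lowest adjusted p was 0.0579. Among the 22 tested members of the list of homeostatic microglia genes, 2 passed when edgeR's p was adjusted over that list alone, and 0 passed over all genes tested. The lowest adjusted p over the list of 22 was 0.0105, for Cx3cr1. In the DESeq2 Wald test, Csf1r of that list passed (log2 fold change 0.60, adjusted p 0.0246), while its edgeR adjusted p over all genes tested was 0.453. Cx3cr1 fell under the mean count filter of DESeq2 and was given no adjusted p there. Of the other functional sets, ND1, ND2, ND4, Jund, Ier5, Ccl4 and Hmox1 passed the DESeq2 test and were higher in KIKO. The respiratory chain genes Atp5b, Ndufb3, Cox7c and Sdhc passed it and were lower. The edgeR adjusted p of these genes over all genes tested was from 0.453 to 0.523.

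Since no gene passed, the genes with the lowest unadjusted p on each side are given, and none of them passed (edgeR's Benjamini-Hochberg adjusted p 0.453 for each). Ndufb6 (ENSMUSG00000071014; GRCm38 chromosome 4, 40270591 to 40279421), which codes for a subunit of respiratory complex I, was 86.5 ± 6.19 CPM (SD, n = 4) in WT and 52.9 ± 5.94 CPM (SD, n = 4) in KIKO. Its log2 fold change was -0.73 with a standard error of 0.14. An exon of Ndufb6 overlaps Smim27 on the opposite strand, and the use of strand in the counting is not stated, so its counts are uncertain to that extent. Socs7 (ENSMUSG00000038485; chromosome 11, 97362551 to 97398542) was 110.3 ± 18.6 CPM (SD, n = 4) in WT and 65.6 ± 8.95 CPM (SD, n = 4) in KIKO, a log2 fold change of -0.77 with a standard error of 0.16. Fbxw7 (ENSMUSG00000028086; chromosome 3, 84815268 to 84979198) was 59.6 ± 5.44 CPM (SD, n = 4) in WT and 102.1 ± 19.6 CPM (SD, n = 4) in KIKO, a log2 fold change of 0.75 with a standard error of 0.16. Pde3b (ENSMUSG00000030671; chromosome 7, 114415281 to 114539251) was 28.6 ± 8.06 CPM (SD, n = 4) in WT and 54.4 ± 2.27 CPM (SD, n = 4) in KIKO, a log2 fold change of 0.90 with a standard error of 0.20. These 4 genes were chosen for full separation of the groups, so their separation adds no evidence. Cxcl2 (ENSMUSG00000058427; chromosome 5, 90903871 to 90905938), a chemokine gene named by p alone, was 42.7 ± 19.2 CPM (SD, n = 4) in WT and 162.6 ± 98.7 CPM (SD, n = 4) in KIKO. Its log2 fold change was 1.91 with a standard error of 0.41, and 3 of 4 KIKO samples were above every WT sample. In the fit without a count filter all 5 of these genes passed, with edgeR adjusted p from 2.25e-07 for Cxcl2 to 0.0354 for Ndufb6. Cxcl2 also passed in edgeR with the astrocyte score as a covariate, a setting chosen after seeing the data (adjusted p 0.0313), and without KIKO replicate 1 (adjusted p 0.00497). In the other settings run none of the 5 passed, with adjusted p of 0.519 in limma-voom, 0.474 in limma-trend, 0.326 in edgeR with at least 10 counts in every sample and 0.816 in edgeR with the replicate block. In the DESeq2 Wald test Cxcl2 had an adjusted p of 0.0597, and the other 4 fell under its mean count filter and were given none. In total 417 tested genes separated the groups fully, 217 higher and 200 lower in KIKO.

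The homeostatic markers fixed beforehand did not move together. Cx3cr1 (ENSMUSG00000052336; GRCm38 chromosome 9, 119901616 to 120069879) was 33.0 ± 13.97 CPM (SD, n = 4) in WT and 92.9 ± 49.0 CPM (SD, n = 4) in KIKO, and 3 of 4 KIKO samples were above every WT sample (exact permutation p 0.0571, and 0.143 adjusted over the 5 genes fixed beforehand). Its log2 fold change was 1.47 with a standard error of 0.33 (edgeR adjusted p 0.453 over all genes tested), and of the settings run it passed only in the fit without a count filter (edgeR adjusted p 2.59e-05). An exon of Cx3cr1 overlaps Gm33858 on the opposite strand. P2ry12 (ENSMUSG00000036353; chromosome 3, 59216272 to 59262871), which overlaps Med12l on the opposite strand, had 1 to 9 counts per sample, or 1.72 ± 1.25 CPM (SD, n = 4) in WT and 1.44 ± 0.845 CPM (SD, n = 4) in KIKO. Tmem119 (ENSMUSG00000054675; chromosome 5, 113793729 to 113800516) had 2 to 22 counts per sample, or 4.12 ± 2.84 CPM (SD, n = 4) in WT and 3.07 ± 2.12 CPM (SD, n = 4) in KIKO. Sall1 (ENSMUSG00000031665; chromosome 8, 89027235 to 89044162) had 1 to 15 counts per sample, or 4.65 ± 1.32 CPM (SD, n = 4) in WT and 3.21 ± 2.55 CPM (SD, n = 4) in KIKO. The differences of P2ry12, Tmem119 and Sall1 were within the spread between replicates, with exact permutation p of 0.8286, 0.571 and 0.314. Without WT replicate 3, the log2 fold changes of P2ry12 and Tmem119 changed sign.

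**Figure D2:**
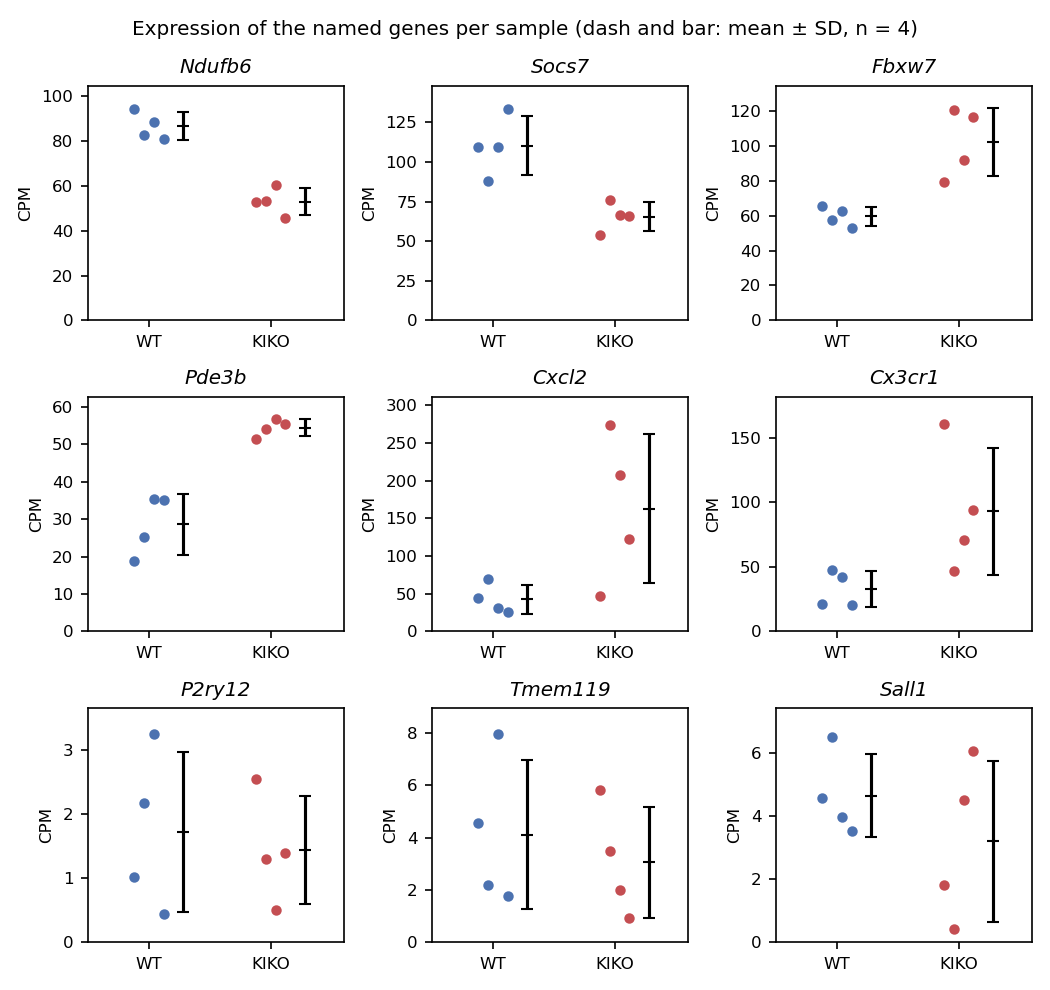
Expression in CPM (vertical axes, from 0) of the 9 named genes in each WT and KIKO sample, with the mean and SD of the 4 samples of a group beside the points. For Ndufb6 and Socs7 all 4 KIKO points lie below the WT points, and for Cx3cr1 and Cxcl2 3 of 4 KIKO points lie above the WT points.

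Of the 23 gene sets, 9 passed camera (limma, Benjamini-Hochberg adjusted p under 0.05), 8 of them higher and 1 lower in KIKO. The set of immediate early genes had a mean log2 fold change of 0.69 (limma adjusted p 1.43e-08), with 16 of 17 genes higher. Its largest changes were in Hspa1a (2.01) and Hspa1b (1.95), which raise this mean. Both are heat shock genes that resemble each other closely in sequence, so their counts are uncertain. Inflammatory cytokines and mediators had 0.59 (limma adjusted p 1.37e-05), with 15 of 16 tested genes higher. The list holds 30 genes, and Il1a, Il1b, Il6 and Nos2 were among those that did not pass the count filter. Its largest changes were in Cxcl2 (1.91), Irg1 (1.83, with 2 to 32 counts per sample) and Osm (1.28). The interferon response had 0.41 (limma adjusted p 2.62e-06), with 18 of 19 genes higher. Mitochondrially encoded genes had 0.38 (limma adjusted p 5.96e-06), with 6 of 6 tested genes higher. The other 7 of these 13 genes had under 20 counts in every library, and 5 of the 7 match a transcript from elsewhere in the genome nearly fully, so their counts are uncertain. Cell cycle genes had 0.32 (limma adjusted p 0.000250), alternative activation 0.29 (limma adjusted p 0.0272), antigen presentation 0.23 (limma adjusted p 0.0320) and homeostatic microglia genes 0.22 (limma adjusted p 0.00142), with 18 of 22 homeostatic genes higher. The homeostatic list holds 29 genes. P2ry12, Tmem119, Gpr34 and Siglech did not pass the count filter, so the set result does not cover these markers, and Sall1 was lower (-0.58). For alternative activation 8 of 16 listed genes were tested, and Arg1, Chil3, Retnla and Cd163 had 0 counts in every sample. For antigen presentation 9 of 18 were tested, without H2-Aa, H2-Ab1, H2-Eb1, Cd74 and Ciita, which did not pass the filter. The nuclear-coded respiratory chain had a mean log2 fold change of -0.11 (limma adjusted p 3.49e-05), with 43 of 66 genes lower. The alternatives that moved the count most were an inter-gene correlation estimated for each set and the fry test of limma, each with 0 sets. With the replicate number as a block 10 sets passed, 9 of them shared with the result without it, where the deviations of same-numbered samples had a mean correlation of -0.225.

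Set scores of single samples were also compared, since camera treats genes and not samples as its units of comparison. The score of inflammatory cytokines and mediators was 5.07 ± 0.46 (SD, n = 4) in WT and 5.71 ± 0.18 (SD, n = 4) in KIKO, with all 4 KIKO samples above every WT sample (exact permutation p 0.0286, adjusted 0.329). The score of mitochondrially encoded genes was 10.55 ± 0.09 (SD, n = 4) in WT and 10.93 ± 0.14 (SD, n = 4) in KIKO, with all 4 KIKO samples above every WT sample (exact permutation p 0.0286, adjusted 0.329). Immediate early genes were above every WT sample in 3 of 4 KIKO samples (exact permutation p 0.0857, adjusted 0.438), and the homeostatic score was 6.64 ± 0.31 (SD, n = 4) in WT and 6.90 ± 0.14 (SD, n = 4) in KIKO (exact permutation p 0.200). For the interferon response and the cell cycle, 0 of 4 KIKO samples were above every WT sample (exact permutation p 0.286 and 0.171). For alternative activation 3 of 4 were (exact permutation p 0.0571) and for antigen presentation 1 of 4 was (exact permutation p 0.114). The respiratory chain score was 7.14 ± 0.06 (SD, n = 4) in WT and 7.02 ± 0.12 (SD, n = 4) in KIKO, and 3 of 4 KIKO samples were below every WT sample (exact permutation p 0.114). Over the 23 sets, 2 had an exact p under 0.05, both at the smallest value the design allows. At that value 2 sets could not pass after adjustment over 23, so the adjusted values do not count against these sets. Iron-sulfur cluster assembly had a mean log2 fold change of -0.07 (limma adjusted p 0.138) and iron handling had 0.06 (limma adjusted p 0.998), and neither passed.

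**Figure D3:**
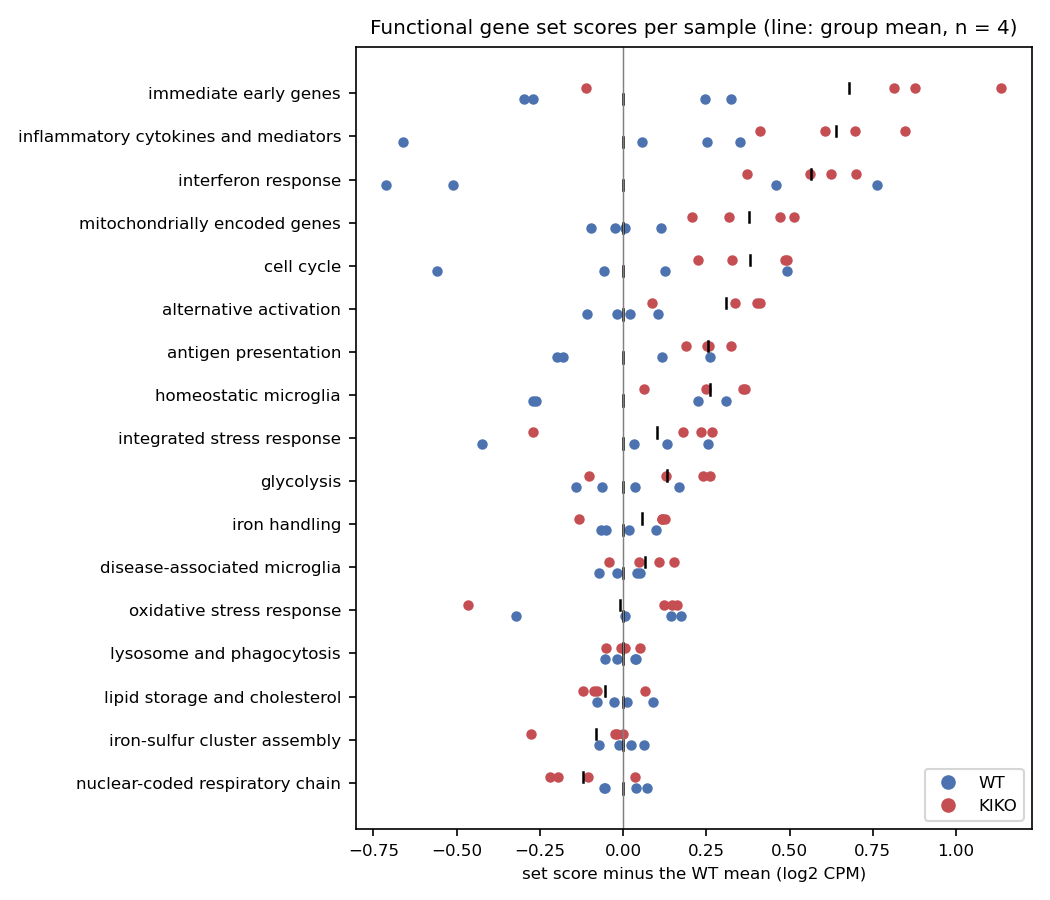
Scores of the 17 functional gene sets in each sample, as mean log2 CPM minus the WT mean of the set (horizontal axis), with a short line at the mean of each group of 4. All 4 KIKO points lie above the WT points for inflammatory cytokines and mediators and for mitochondrially encoded genes, while the points of both groups overlap for the other 15 sets.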

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

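The tests of sex and of astrocyte RNA in this part were chosen only after the results were seen. In 74 groups of 4 samples, from 37 results, 7 had a sample far from the other 3, where 3.7 are expected by chance. The 7 flags fall on 3 samples and 2 of them are the score of male-specific genes, so they are not independent.

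KIKO replicate 1 stood far from the other KIKO samples in 4 measures. It had 12222 genes with at least 1 count, against 12593 to 12631 in the other KIKO samples. Its iron handling score was 6.57 against 6.81 to 6.82, its oxidative stress response score 6.61 against 7.20 to 7.24, and its integrated stress response score 5.93 against 6.38 to 6.47. It was also the largest library, with 2802670 counts, so depth does not account for its lower number of genes. Its astrocyte marker score, taken over all 17 markers with no count filter, was the lowest of the 8 samples at 0.42, followed by WT replicate 3 with 0.69, while the other 6 lay between 1.56 and 3.20. Over the 7 markers that passed the filter the order of these samples was the same, with 1.17 and 1.38 against 2.59 to 4.31. If less RNA from astrocytes were the cause, WT replicate 3 would be the lowest WT sample in each of the 4 measures, and it was so in 2 of them. The pattern cannot be told apart from a difference in the share of other cells. It concerns a single sample within a group, so no biological explanation was tested.

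KIKO replicate 4 had an iron-sulfur cluster assembly score of 4.46, against 4.71 to 4.73 in the other KIKO samples. It is the KIKO sample with a female count pattern. The WT sample with a female pattern was 0.031 above the mean of the other WT samples, but with 1 such sample per group the pattern cannot be told apart from an effect of sex. Other explanations were not tested, and this is 1 of 7 flags, from 3 samples, where chance gives 3.7.

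WT replicate 1 and KIKO replicate 4 had scores of male-specific genes of 0.084 and 0.218, against 4.88 to 5.13 in the other WT samples and 4.78 to 5.13 in the other KIKO samples. Both also had many Xist counts, at least 2125, against at most 19 in the other 6 samples. This is consistent with both samples coming from female mice. The labels give no sex.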

How the results depend on the processing

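Results with a test are called changed here when they reversed or crossed the threshold, counts when they moved by over 1.5 times, and other values when they moved by more than the spread between replicates. Over the main results, 364 comparisons with an alternative were unchanged by these rules, and 26 became weaker, 5 stronger, 15 moved and 10 reversed. For single named genes, cell type and sex sets and the count at an unadjusted p, 238 were unchanged, 12 became stronger, 3 moved and 12 reversed. The share of variance has no direction and could not reverse. Results that did not pass and stayed so are among the unchanged, so these numbers do not measure stability. Sex and the astrocyte score as covariates, and upper quartile factors for sets, were chosen after seeing the data.

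The count of 0 genes (845 at an unadjusted p under 0.05) stayed at 0 with DESeq2 or upper quartile factors in edgeR, limma-voom, limma-trend, at least 10 counts in every sample, the replicate block and sex as a covariate. The DESeq2 Wald test called 28 genes, 17 higher and 11 lower. DESeq2 left out genes under a mean normalized count of 231.3 and adjusted over 1834 genes, and edgeR's p adjusted over those 1834 genes alone gave 0 calls, so the smaller number of genes does not by itself account for the difference. The remaining cause was not tested. Of the 28 genes, 27 were among the 100 with the lowest p in edgeR. Without a count filter edgeR called 41 genes, 31 higher and 10 lower, 20 of them at least 2-fold. Of these 41, 38 had also passed the filter, so most of the called genes were not themselves added ones. The added genes also enter the model, and no fit separated their presence from the change of the model. The prior degrees of freedom were 65.1 without the filter and 9.54 with it, so the fit without the filter took the spread of single genes to be closer to the common trend. With the astrocyte score as a covariate 3 genes passed, all 3 higher and at least 2-fold, and the cause was not tested. Across the 8 fits that each left out a replicate, from 0 to 5 genes passed, from 0 to 5 were higher, 0 were lower, and from 0 to 5 were at least 2-fold. The 5 came without KIKO replicate 1.

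With the replicate number as a block, 0 genes passed and 555 had an unadjusted p under 0.05, and 10 sets passed. Under the block the set of astrocyte markers passed (-0.82), and the fibroblast and male-specific sets reversed (0.17 and 0.038).

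With at least 10 counts in every sample, P2ry12, Tmem119 and Sall1 had no value. Without WT replicate 3, P2ry12 (0.24) and Tmem119 (0.14) reversed, and without KIKO replicate 1 they were lowest (-0.69 and -0.95), both with at most 22 counts per library, so depth limits their direction. The share of variance between groups ranged from 12.8% to 22.7% across the 8 fits that each left out a replicate.

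For sets, an inter-gene correlation estimated for each set and the fry test each left 0 of 9 sets past the threshold. The mean log2 fold changes are those of the main setting: 0.22 for homeostatic microglia, 0.59 for inflammatory cytokines and mediators, 0.41 for the interferon response, 0.29 for alternative activation, 0.23 for antigen presentation, -0.11 for the nuclear-coded respiratory chain, 0.38 for mitochondrially encoded genes, 0.32 for the cell cycle and 0.69 for immediate early genes. The lowest adjusted p of limma was 0.230 with the estimated correlation and 0.0707 with fry. Both settings change only the test. With at least 10 counts in every sample, antigen presentation no longer passed (0.17), iron-sulfur cluster assembly passed (-0.14), and the lysosome (0.024), oxidative stress (0.045) and oligodendrocyte (0.13) sets reversed. Oxidative stress also reversed with DESeq2 factors (0.0015), upper quartile factors (0.0033) and the astrocyte score (0.092). With the astrocyte score, glycolysis (0.19) and the integrated stress response (0.26) passed and the fibroblast set reversed (0.85). With sex, the astrocyte set passed (-0.75) and the fibroblast set reversed (0.068). The causes of these changes were not tested.

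Across the 8 fits that each left out a replicate, from 7 to 11 sets passed. Homeostatic microglia, inflammatory cytokines, the interferon response, the respiratory chain, mitochondrially encoded genes and immediate early genes passed in all 8. Cell cycle passed in 7 (from 0.20 to 0.60), alternative activation in 6 (from 0.23 to 0.35) and antigen presentation in 4 (from 0.16 to 0.32). Glycolysis (from 0.049 to 0.19) passed without KIKO replicate 1. Outside the 9 sets, oxidative stress also passed without KIKO replicate 1, the fibroblast and male-specific sets without WT replicate 1, the astrocyte set without WT replicate 3 (-1.01) and the male-specific set without KIKO replicate 4. The direction of 4 sets that did not pass in all samples depended on which replicate was left out: lysosome and phagocytosis (from -0.036 to 0.0043), oxidative stress (from -0.091 to 0.12), fibroblast markers (from -0.87 to 0.79) and male-specific genes (from -0.40 to 0.40). The last follows from the 1 female sample in each group.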

Other observations

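The tests of sex, of the astrocyte score on gene sets and of heat shock genes, and the breakdown of the splits by how many samples they exchange, were chosen only after the results were seen, and the other tests in this part were chosen before their result was seen.

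The 9 gene sets past the threshold were set against other splits of the samples. Of the 35 splits into 4 and 4, 6 gave at least 9 sets, the real split included, and the other 34 splits gave from 0 to 13 sets with a median of 5.5. Of the 8 splits that part all same-numbered pairs, as the real split does, 3 gave at least 9 sets. The other 27 splits leave at least 1 same-numbered pair together. These splits differ in how much of the genotype contrast they keep. Of the 16 that exchange 1 sample between the groups, and so keep 3 of 4 samples of each genotype together, 4 gave at least 9 sets, with a median of 6.5. Of the 18 that exchange 2 samples, and so are balanced for genotype, 1 gave at least 9 sets, with a median of 5. Over all 35 splits the share is not under 0.05, so the count of 9 sets cannot be told apart from what regrouping the samples gives, although most of the other splits that reached it keep part of the genotype contrast. The count of 845 genes at an unadjusted p under 0.05 was reached by 5 of the 35 splits, with a median of 366 and a highest count of 1216 among the other 34. Of the splits that exchange 1 sample 3 of 16 reached it, and of those that exchange 2 samples 1 of 18 did. It was reached by 4 of the 8 splits that part all pairs. A count of 0 genes past the threshold was reached by 8 of 8 such splits, which holds for any split, and 6 of the other 34 splits gave adjusted calls, up to 25 genes.

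Technical explanations of the 9 sets were tested as well. With the astrocyte score as a covariate 9 of 9 stayed past the threshold. With sex as a covariate 9 of 9 did as well, but sex is balanced between the groups, so this covariate could hardly move the group difference and the result shows no stability. After the trend with transcript length, GC content and expression level was removed from the gene statistics, 7 of 9 stayed, and the trend explained 3.34% of the variance of these statistics. The adjusted p of alternative activation went from 0.0342 to 0.0644 and that of antigen presentation from 0.0415 to 0.0999 (both on the edgeR gene statistics), so for these 2 sets the trend is not excluded as the explanation. With the replicate block in the same fit, 8 of the 9 stayed, and antigen presentation did not (0.0968). On these gene statistics the astrocyte marker set also passed, with an adjusted p of 0.0342 before the trend was removed and 0.0394 after. It did not pass with the replicate block in that fit (0.0794) or in the main camera test (limma adjusted p 0.195). For the respiratory chain set, the mean log2 fold change was -0.114 with the mitochondrially encoded genes in the library sizes and -0.117 without them, so the higher mitochondrial share does not account for it. On the edgeR gene statistics its adjusted p was 0.000211 before the trend with length, GC content and expression level was removed and 0.000374 after, a small correction.

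WT replicate 3 and KIKO replicate 1 deviated from their group means in the same way, with a correlation of 0.617 across the 500 most variable genes, which are not independent replicates. After thinning every library to the smallest total it was 0.582, and without X- and Y-linked genes 0.601, so library size and sex do not account for it. After removing the astrocyte marker score it was -0.305. These 2 samples had the 2 lowest scores, so removing any measure that sets them apart would lower the correlation. Less astrocyte RNA may be what these samples share, but the test cannot tell this from another shared feature.

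Immediate early genes and cytokines were higher in KIKO, and handling of the cells is a candidate explanation. Heat shock genes, which handling stress would be predicted to raise as well, were 6.11 ± 0.44 (SD, n = 4) in WT and 6.30 ± 0.38 (SD, n = 4) in KIKO as mean log2 CPM over 20 genes (exact permutation p 0.543), and 8 of 20 genes were higher. The mean hides unequal changes. Hspa1a had a log2 fold change of 2.01 (unadjusted edgeR p 0.0210, adjusted 0.523) and Hspa1b of 1.95 (unadjusted edgeR p 0.0333, adjusted 0.536), and each was above every WT sample in 3 of 4 KIKO samples. These 2 genes resemble each other closely in sequence, so their counts are uncertain, and both are also members of the immediate early set, so the lists are not independent. Hsp90aa1 had a log2 fold change of 0.95 (edgeR adjusted p 0.453) and passed the DESeq2 test (adjusted p 0.0144). The list was also written after some genes had been seen. The higher immediate early genes and cytokines cannot be told apart from handling stress by this test.

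Counts of the 13 mitochondrially encoded genes were uneven. 7 of them had under 20 counts in every library, while the other 6 had from 742 to 22859. Shared reads with near-identical copies in the nuclear genome are a candidate explanation, since a counter that drops reads with several positions would lose them. Of the 7 low genes, 5 had an annotated transcript elsewhere that matched at least 97% of bases over at least 90% of the gene, against 1 of the 6 others, COX1. The best match was 99.71% to 100% identical for these 5 genes and 97.6% for COX1. The difference did not pass the threshold fixed beforehand (Fisher's exact p 0.103). ND6 and ATP8 were low without such a transcript, so the annotated copies found do not account for all of the unevenness. Only annotated transcripts were searched, so copies elsewhere in the genome are not excluded for these genes. No biological explanation was tested, since the unevenness is present in both groups.

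Of the 29 genes in the list of homeostatic microglia genes, 7 did not pass the count filter. P2ry12 had 1 to 9 counts per library, Tmem119 2 to 22, Gpr34 2 to 21, Adgrg1 0 to 6 and Slc2a5 0 to 3. Siglech and Crybb1 had 0 counts in all 8 libraries, where the smallest share the depth can show is 1.07 to 1.57 CPM. A 0 in all libraries does not separate low expression from loss in alignment, annotation or counting, which are not stated.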
